# Comparative Transcriptome Analysis Provides New Insights into the Molecular Regulatory Mechanism of Adventitious Root Formation in Ramie (*Boehmeria nivea* L.)

**DOI:** 10.3390/plants10010160

**Published:** 2021-01-15

**Authors:** Kunmei Chen, Bing Guo, Chunming Yu, Ping Chen, Jikang Chen, Gang Gao, Xiaofei Wang, Aiguo Zhu

**Keywords:** ramie (*Boehmeria nivea* L.), adventitious roots, hydroponics, mRNA-Seq, transcriptomic divergence

## Abstract

The occurrence of adventitious roots is necessary for the survival of cuttings. In this study, comparative transcriptome analysis between two ramie (*Boehmeria nivea* L.) varieties with different adventitious root (AR) patterns was performed by mRNA-Seq before rooting (control, CK) and 10 days water-induced adventitious rooting (treatment, T) to reveal the regulatory mechanism of rooting. Characterization of the two ramie cultivars, Zhongzhu No 2 (Z2) and Huazhu No 4 (H4), indicated that Z2 had a high adventitious rooting rate but H4 had a low rooting rate. Twelve cDNA libraries of the two varieties were constructed, and a total of 26,723 genes were expressed. In the non-water culture condition, the number of the distinctive genes in H4 was 2.7 times of that in Z2, while in the water culture condition, the number of the distinctive genes in Z2 was nearly 2 times of that in H4. A total of 4411 and 5195 differentially expressed genes (DEGs) were identified in the comparison of H4CK vs. H4T and Z2CK vs. Z2T, respectively. After the water culture, more DEGs were upregulated in Z2, but more DEGs were downregulated in H4. Gene ontology (GO) functional analysis of the DEGs indicated that the polysaccharide metabolic process, carbohydrate metabolic process, cellular carbohydrate metabolic process, cell wall macromolecule metabolic process, and photosystem GO terms were distinctively significantly enriched in H4. Simultaneously, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that photosynthesis, photosynthesis antenna proteins, and starch and sucrose metabolism pathways were distinctively significantly enriched in H4. Moreover, KEGG analysis showed that jasmonic acid (JA) could interact with ethylene to regulate the occurrence and number of AR in Z2. This study reveals the transcriptomic divergence of two ramie varieties with high and low adventitious rooting rates, and provides insights into the molecular regulatory mechanism of AR formation in ramie.

## 1. Background

The rooting ability of clones is the key factor to determine the success of the propagation of cuttings, and it is also the main criterion for distinguishing the adaptability and resistance of clones. Adventitious root (AR) is the root of cuttage plants which is an important organ for water and inorganic salt absorption and assimilate storage, and plays an important role in stress resistance [1,2]. The occurrence of AR enlarges the root system of plants and enables plants and cells to regenerate. In most plants, AR originates from flood conditions. When plants suffer from hypoxia or other stress, AR can significantly improve the survival ability of plants [3]. Therefore, in-depth understanding of the mechanism of AR is helpful to improve the survival rate of cuttings and the survival ability of plants under stress.

Ramie (*Boehmeria nivea* L.), which has a history of over 4000 years in China, is currently mainly planted in China, India, and other Southeast Asian and Pacific Rim countries. It can be used as an excellent fiber crop, a forage plant, a soil and water conservation plant, and as an ideal crop for cadmium pollution remediation [4,5]. Ramie is a highly heterozygous crop [6], thus, it is impossible to maintain the fine quality of ramie by seed propagation, but asexual propagation can solve the problem well. Asexual propagation is faster than seed reproduction, and can maintain the genetic stability of cultivars, which make it a popular way of propagation in potato, strawberry, grape, kiwifruit, chestnut, and ramie. With the development and utilization of ramie, the demand of raw ramie materials is increasing. Asexual propagation can rapidly propagate a large number of ramie seedlings to meet the needs of production.

AR formation is of utmost interest since it consists of the development of root tissues from non-root and non-meristematic tissues. The formation and development of AR are regulated by various biological processes, and its molecular regulative mechanism is complex. At present, it has been found that plant hormones play an important role in AR formation. Indole-3-butyric acid can act as a central player in the hormone crosstalk that controls adventitious rooting in many plants such as *Pinus thunbergii*, *Camellia sinensis*, and *Sterculia foetida* [7,8,9,10]. In cucumber, abscisic acid can induce adventitious rooting of its explants under drought stress [11]. In tomato, ethylene plays a positive role in AR formation and a negative role in lateral root formation with modulation of auxin transport as a central point of ethylene–auxin crosstalk [12]. In petunia, ethylene and auxin act as regulators during AR formation of petunia cutting [13]. In hybrid aspen and *Arabidopsis*, gibberellin can inhibit adventitious rooting by affecting auxin transport [14]. In *Morinda citrifolia* and apple, cytokinin can inhibit AR primordia formation and AR growth [15,16]. In *Arabidopsis* and pea, strigolactone suppresses adventitious rooting but promotes it in rice [17,18]. However, in ramie, whether plant hormones affect AR in the cuttings is unknown. The molecular mechanism underlying adventitious rooting in ramie cutting propagation is still elusive.

mRNA-Seq and comparative transcriptome have been popularly used to explore pathways during AR formation and development [19,20,21]. This study reports the transcriptomic analysis of two ramie varieties Zhongzhu No2 (Z2) and Huazhu No4 (H4) with a distinct rooting rate to uncover the molecular mechanisms regulating adventitious rooting in ramie cuttings. We aimed to identify the key pathways involved in this process. This study will be helpful to improve the survival rate of ramie cuttings.

## 2. Methods

### 2.1. Ethics Statement

The ramie varieties used in this study were planted in our scientific research field, which is owned by our institution. Therefore, no specific permissions were required for using these plant materials.

### 2.2. Plant Growth and Sampling

Two ramie cultivars, Zhongzhu No 2 (Z2) and Huazhu No 4 (H4), were used in this study. The ramie plants grew in a greenhouse at 25 ± 1 °C with a 12 h photoperiod, 75% ± 1 RH, under light intensity of 5000 lux. Shoots of 10–15 cm in length were collected and then inserted into conical flasks with tap water, one shoot in one flask, and there were about 4–5 cm of the stem submerged in the water. The tap water was renewed every two days. The number of root primordia was counted every day. Ten and 20 days after water culture, stem segments submerged in water (with root primordium) were collected as treatment samples (T). Meanwhile, stems cut from the mother plants without water treatment were collected as control samples (CK). All samples were immediately frozen in liquid nitrogen and stored at −80 °C. Three biological replicates were set for CK and T samples, and each replicate contained five individual plants.

### 2.3. RNA Isolation, Library Preparation and Sequencing

Control samples and samples treated with tap water for 10 days were used in transcript sequencing. Total RNA was extracted from the samples with TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) and purified with Plant RNA Purification reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. The concentration and purity of total RNA was determined using a NanoDrop2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), and RNA integrity was examined by an Agilent2100 bioanalyzer (Agilent, Santa Clara, CA, USA).

For transcript sequencing, 12 libraries (Z2CK1, Z2CK2, Z2CK3, Z2T1, Z2T2, Z2T3, H4CK1, H4CK2, H4CK3, H4T1, H4T2, and H4T3) were constructed using 5 μg of total RNA. Briefly, poly (A) mRNA was extracted from the total RNA sample using Oligo (dT) magnetic beads. mRNA was fragmented into 200–500 nt pieces by adding a fragmentation buffer. First-strand cDNA was synthesized using SuperScript II reverse transcriptase (Life Technologies, Inc., Carlsbad, CA, USA) and random hexamer primers. After generation of second-strand cDNA, the double-strand cDNA was end-repaired, and a single ‘A’ base and indexed adapters were ligated to the fragments. The cDNA library was constructed with an Illumina Paired End Sample Prep kit (Illumina, San Diego, CA, USA), quantified by TBS380, (Picogreen, Invitrogen, Carlsbad, CA, USA) and was then sequenced on the Illumina HiSeq^TM^2500 (2 × 150 bp read length) platform. Illumina sequencing was performed at Majorbio Bio-pharm Technology Co. Ltd., Shanghai, China (http://www.majorbio.com/). Illumina sequencing data was deposited in the NCBI GEO database with accession number GSE116063.

### 2.4. Data Filtering and Mapping

Adapter sequences, low quality reads (Q < 20), extreme short sequences, and reads with unknown nucleotides larger than 5% were removed to obtain high-quality reads. The remaining reads were classified as clean reads. The clean reads were mapped to the ramie reference genome (a chromosome-scale, high-quality reference genome of ramie, assembled with an excellent ramie variety Zhongzhu NO 1, data unpublished, review link: https://db.cngb.org/cnsa/project/CNP0001467/reviewlink.) using HISAT2 (v2.1.0, http://www.ccb.jhu.edu/software/hisat).

### 2.5. Identification of Differentially Expressed Genes (DEGs)

Gene expression levels of the mapped reads were represented by the expected number of fragments per kilobase of transcript sequence per millions base pairs sequenced (FPKM), which was calculated by RSEM (v1.2.8, http://deweylab.biostat.wisc.edu/rsem/rsem-calculate-expression.html). DEGs were identified using the DESeq2 R package according to the method described by [22]. The resulting *p*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes were designated as differentially expressed when the adjusted *p*-value was <0.001 and estimated absolute log2 (fold change) ≥ 2. The software VennDiagram (version: 1.6.20) was used to draw the Venn diagram of all the genes and the DEGs.

### 2.6. Gene Ontology (GO) and Pathway Enrichment Analysis of DEGs

GO enrichment analysis of DEGs was performed using the cluster Profiler R package. GO terms with an adjusted *p*-value < 0.05 were considered to be significantly enriched, and were categorized into three types of functional classification, namely cellular component, molecular function, and biological process. Pathway analysis was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) web server (https://www.kegg.jp/), and enrichment analysis was conducted by the cluster Profiler R package. Pathways with an adjusted *p*-value < 0.05 were considered to be significantly enriched.

### 2.7. Quantitative PCR (qPCR) Validation of DEGs

Control samples and samples treated with tap water for 10 and 20 days were used in qPCR analysis. Briefly, 0.5 μg total RNA was used to synthesize cDNA with oligo (dT) using a PrimeScript RT perfect real-time reagent kit (Takara, Japan), and then the cDNA was diluted four times. The qPCR analysis was performed using a CFX96 Real-Time System (Bio-Rad) with the special primers showed in Additional file 1: sheet1, according to the method of Chen et al. [23]. Briefly, the reaction systems contained 10 μL 2 × T5 Fast qPCR Mix (SYBR Green I, TSINGKE Biological Technology, Beijing, China), 0.4 μmol/L of each of the forward and reverse primers, 2 μL diluted cDNA, and an appropriate amount of sterile double-distilled water. The 18S rRNA gene was used as the internal control to normalize q-PCR data. Samples without water culture were set as control, and the relative expression of target genes of samples with water culture for different days was calculated using the 2^−ΔΔCt^ method [24].

## 3. Results

### 3.1. Adventitious Root Formation of Two Ramie Cultivars

In order to study the rooting rate of Z2 and H4, root primordia formation in the water culture condition was monitored. Five days after the water culture, white root primordia of Z2 and H4 emerged from the stem epidermis section in the water, and more root primordia were observed on Z2 than that on H4. At the seventh and the tenth day, there were significantly more root primordia on Z2 than that on H4 (Figure 1).

### 3.2. Transcriptome Sequencing Analysis of Twelve cDNA Libraries

In order to study the molecular mechanism of rooting difference between Z2 and H4, mRNA-Seq analysis was performed on stems with root primordium induced by tap water (treatment) and stems without root primordium (control). Three biological replicates were set for treatment and control, respectively, with a total of 12 cDNA libraries (Z2CK1, Z2CK2, Z2CK3, Z2T1, Z2T2, Z2T3, H4CK1, H4CK2, H4CK3, H4T1, H4T2, and H4T3). 

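The libraries came from stems of the ramie cultivars Z2 and H4, with 3 libraries each from stems kept in tap water for 10 days (Z2T and H4T) and from stems without water culture (Z2CK and H4CK). For these 12 libraries the authors deposited FPKM values, to 2 decimals, for 66,881 unigenes of a Trinity assembly. A unigene is a group of transcripts assembled from the reads without a genome, and the table lists each by its Trinity identifier with no gene name. How the reads were assembled and counted for this table is not given in the sources used here, and the table holds 0 gene identifiers of the ramie genome. Columns were assigned to libraries by their labels alone. The FPKM values of a library summed to between 914,642 (H4CK3) and 1,061,225 (Z2T2). Read counts are not in the table, so the depth behind a single value is not known. Unigenes found in at most 4 libraries gave a rough estimate of the depth of each library relative to H4T1, as the most frequent ratio of their values, which held 9 to 33 unigenes per library. It was 1.10 to 1.21 in H4CK, 1.04 to 1.23 in the other H4T libraries, 0.832 to 0.880 in Z2CK and 0.993 to 1.24 in Z2T. Expression was compared on log2(FPKM + 1), a scale that understates the change of unigenes with low values. The spread between the libraries of a group, as the median SD of these log2 values, was 0.42 in H4CK, 0.20 in H4T, 0.25 in Z2CK and 0.42 in Z2T. Pearson's r between libraries was taken across 16,801 unigenes with an FPKM of at least 1 in all 12 libraries, which are not independent replicates. It lay between 0.969 and 0.980 within H4T and between 0.932 and 0.950 within Z2CK, but between 0.822 and 0.960 within H4CK and between 0.812 and 0.981 within Z2T. The library labelled H4CK1 had an r of 0.982 with Z2T2 and 0.974 with Z2T3, against 0.822 with H4CK2 and 0.832 with H4CK3. The library labelled Z2T1 had an r of 0.976 with H4CK2 and 0.968 with H4CK3, against 0.816 with Z2T2 and 0.812 with Z2T3. All labels were kept as deposited, so each value given for H4CK or Z2T rests on them.

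**Figure D1:**
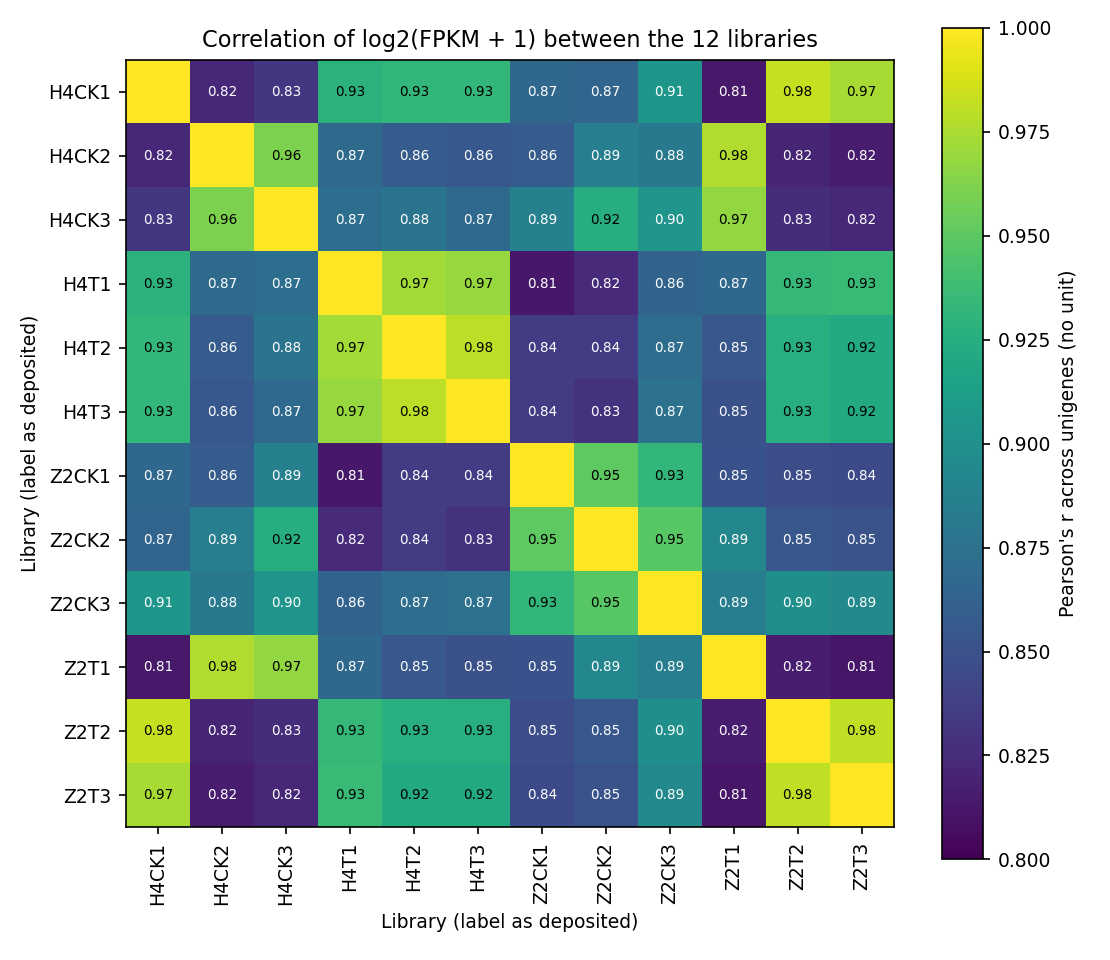
Pearson's r of log2(FPKM + 1) across 16,801 unigenes for each pair of the 12 libraries, with libraries on both axes in the order of their labels and r (no unit) as colour and number. The library labelled H4CK1 is nearest to Z2T2 (0.982), and the library labelled Z2T1 is nearest to H4CK2 (0.976).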

The transcriptome sequencing analysis yielded 38.17–50.74 million raw reads per cDNA library with a total of 528.2 million raw read for all cDNA libraries (Table 1). After removing low quality reads and reads containing adapters or poly (N), an average of 5.8 Gb clean data were obtained for each replicate. For all 12 cDNA libraries, the percentage of phred scores at Q20 and Q30 levels exceeded 97.65% and 93.27%, respectively (Table 1), suggesting high quality of transcript data. The remaining clean reads were mapped to the *Boehmeria nivea* (L.) genome (data unpublished) using HISAT (Hierarchical Indexing for Spliced Alignment of Transcripts) software. The result showed that more than 90.23% of the clean reads were mapped onto the ramie genome for all cDNA libraries, and over 63.27% were observed to be unique mapped reads (Table 1), indicating that the samples were comparable.

### 3.3. Comparison of Gene Expression Pattern between Z2 and H4

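A unigene was counted as detected in a group when its FPKM was above 0 in at least 1 of the 3 libraries, since the paper's text does not name a rule for an identified gene. Of the 66,881 unigenes listed, 65,477 were detected in at least 1 library, with 48,916 in H4CK, 40,658 in H4T, 36,523 in Z2CK and 51,313 in Z2T. Of the detected unigenes, 19,438 (29.7%) were above 0 in 1 library only. Without read counts, a unigene listed at 0 may also lie under what the depth could show. When a unigene had to be above 0 in all 3 libraries of a group, the total was 31,520, the largest move among the detection rules tried. The number above 0 differed widely between libraries of the same group. It was 42,401 in the library labelled H4CK1, 31,878 in H4CK2 and 31,450 in H4CK3, and 30,586 in the library labelled Z2T1, 42,291 in Z2T2 and 37,887 in Z2T3. In H4T it ranged from 32,751 to 34,107, and in Z2CK from 30,966 to 31,464.

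**Figure D2:**
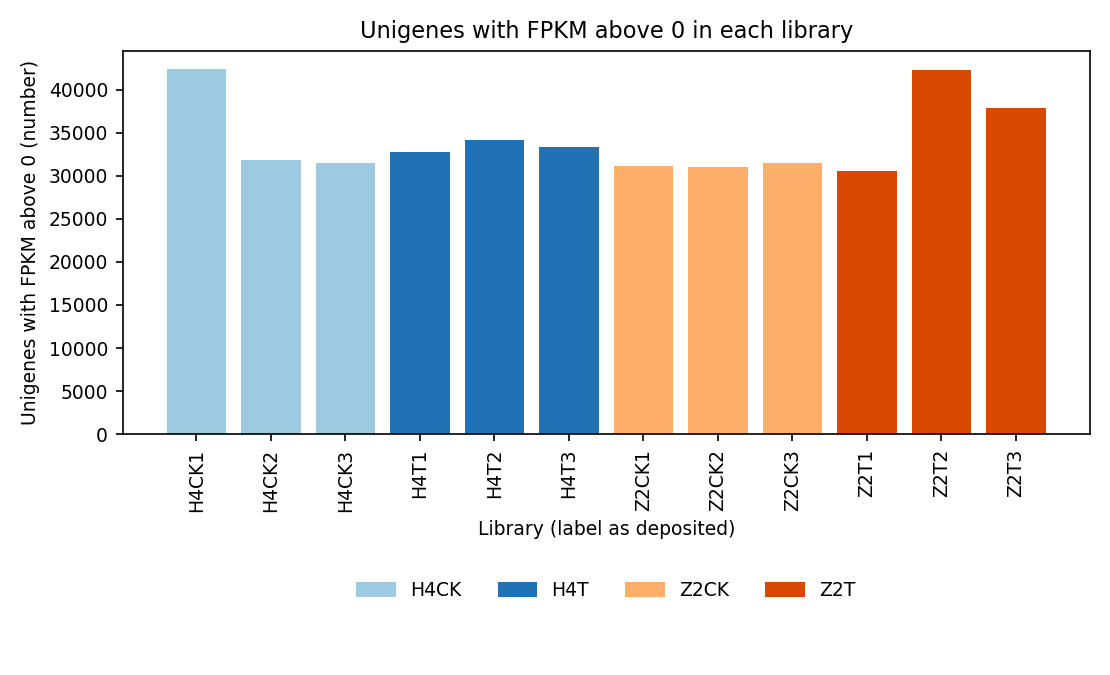
Number of unigenes with an FPKM above 0 in each of the 12 libraries, coloured by group. The bars of H4CK1, Z2T2 and Z2T3 reach 42,401, 42,291 and 37,887, and those of the other libraries between 30,586 and 34,107.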

A total of 26,723 genes, including 25,861 known genes and 862 novel genes, were identified in the 12 cDNA libraries (Additional file 2: sheet2), with 25,248, 24,698, 24,128, and 25,304 in H4CK, H4T, Z2CK, and Z2T, respectively. Most of the genes were between 300–1600 bp in length, and the number of genes longer than 3000 bp was the highest, accounting for 7% of all genes. There were 22,493 common genes in H4CK, H4T, Z2CK, and Z2T (Figure 2A), denoting most of the genes having similar expression behavior in the four libraries. 

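In the deposited table 30,435 unigenes, 46.5% of those detected, were above 0 in at least 1 library of all 4 groups. With the rule that a unigene is above 0 in all 3 libraries of a group, 22,261 unigenes were common to the 4 groups, 70.6% of the 31,520 detected by that rule. The share was 42.9% with a group mean FPKM of at least 0.1 and 41.0% with one of at least 1. Group means of the 30,435 common unigenes were compared on log2(FPKM + 1). For 22,616 of them (74.3%) the highest and the lowest of the 4 group means differed by less than 2-fold on this scale. A unigene with all 4 group means below 1 cannot reach 2-fold on it, so part of this share was fixed in advance. Of the common unigenes, 19,402 had a group mean FPKM of at least 1 in all 4 groups. Between single pairs of groups the share within 2-fold was lowest for H4T and Z2CK, at 81.9%, and highest for H4CK and Z2T, at 95.4%. H4CK and Z2T are the groups that hold the libraries labelled H4CK1 and Z2T1.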

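Between Z2T and H4T, 35,111 unigenes were detected in both groups, 16,202 in Z2T alone and 5547 in H4T alone, a ratio of 2.92. The number of unigenes above 0 per library did not separate the groups by more than the spread between libraries (two-sided exact permutation test, p = 0.4, where 0.1 is the smallest p that 3 libraries against 3 allow). Adjusted by Benjamini-Hochberg over 8 comparisons, which also counted unigenes with an FPKM of at least 1, the exact p became 0.64. Without the library labelled Z2T2 the ratio was 1.19, but 2 libraries against 3 lower it by construction. With 2 libraries of each group, a comparison added after the data were seen, it was 1.72 to 1.92 without Z2T2 and 2.63 to 2.92 with Z2T2. The ratio turned to 0.425 when a unigene had to be above 0 in all 3 libraries of a group.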

In the treatment group (H4T vs. Z2T), there were 23,940 common genes between Z2T and H4T, while there were 1364 and 758 distinctive genes in Z2T and H4T, respectively (Figure 2B). In the control group (H4CK vs. Z2CK), the number of the distinctive genes in Z2CK and H4CK were 639 and 1759, respectively (Figure 2C). 

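In the deposited table 15,386 unigenes were detected in H4CK and not in Z2CK, 2993 in Z2CK and not in H4CK, and 33,530 in both, a ratio of 5.14 for H4CK to Z2CK. The exact permutation test on the number of unigenes per library gave p = 0.2 (adjusted exact p 0.64). Without the library labelled H4CK1 the ratio was 0.756, but 2 libraries were then set against 3, which lowers it by construction. With 2 libraries of each group, added after the data were seen, it was 1.10 to 1.195 without H4CK1 and 5.03 to 5.46 with it. It was 0.748 with the rule that a unigene is above 0 in all 3 libraries of its group.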

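For Z2, 17,851 unigenes were detected in Z2T and not in Z2CK, 3061 in Z2CK and not in Z2T, and 33,462 in both, so the ratio of Z2T to Z2CK was 5.83. For H4, 5050 unigenes were detected in H4T and not in H4CK, 13,308 in H4CK and not in H4T, and 35,608 in both, so the ratio of H4T to H4CK was 0.379. The numbers of unigenes per library did not differ beyond the spread between libraries in Z2 (exact permutation test, p = 0.4, adjusted 0.64) or in H4 (exact permutation test, p = 1.0, adjusted 1.0). Leaving out the library labelled Z2T2 gave a ratio of 2.29 in Z2, and leaving out the library labelled H4CK1 a ratio of 2.94 in H4, each with 2 libraries against 3. With 2 libraries of each group, added after the data were seen, the ratio in Z2 was 3.20 to 3.43 without Z2T2 and 4.58 to 5.47 with it. The ratio in H4 was then 1.56 to 1.83 without H4CK1 and 0.308 to 0.365 with it, so that its direction depended on H4CK1. The rule that a unigene is above 0 in all 3 libraries of its group turned both ratios, to 0.672 in Z2 and to 2.13 in H4.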

For Z2, the number of distinctive genes in Z2T was about three times that of Z2CK, but in H4, the number of distinctive genes in H4T was 0.58 times that of H4CK (Figure 2D,E). These results may provide us with clues about why the two varieties have different rooting patterns.

### 3.4. Identification and Expression of DEGs

To determine the genes that were differently expressed in the two genotypes, four pairwise comparisons (H4CK vs. Z2CK, H4T vs. Z2T, H4CK vs. H4T, and Z2CK vs. Z2T) were performed. DEGs were identified by the threshold of *P*_adj_ value ≤ 0.001 and fold change ≥ 2. 

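DEGs were called with limma in 1 fit of the 12 libraries, for the 27,628 unigenes with an FPKM of at least 1 in at least 3 libraries. A DEG had a Benjamini-Hochberg adjusted p under 0.001 and an absolute log2 fold change of at least 2, both on log2(FPKM + 1). Of the unigenes tested, 2 passed in H4CK vs. Z2CK, 2 in H4T vs. Z2T, 1 in H4CK vs. H4T and 3 in Z2CK vs. Z2T. Without adjustment, 4108, 3658, 3742 and 5074 unigenes had a p under 0.05 in these comparisons. The median standard error of a log2 fold change was 0.35. An adjusted p threshold of 0.05 moved the counts most among the alternatives set before the data were examined, to 64, 58, 65 and 133. Chosen after the data were seen, leaving out the libraries labelled H4CK1 and Z2T1 gave 508, 455, 246 and 335 DEGs, the highest counts among 54 pairs of libraries left out, and array weights gave 14, 536, 80 and 74. The counts with all libraries therefore depend on these 2 libraries. The 4 unigenes named here were chosen after their values were seen. TRINITY_DN42501_c3_g1 had an FPKM of 0.11, 0.80 and 0.11 in H4CK and of 33.8, 57.1 and 30.6 in H4T, a log2 fold change of 4.94 (standard error 0.30, adjusted p = 0.000335 from limma). TRINITY_DN35686_c1_g1 rose from 14.3, 15.6 and 21.1 in Z2CK to 83.9, 122 and 94.9 in Z2T, by 2.49 on the log2 scale (standard error 0.18, adjusted p = 0.000751 from limma). TRINITY_DN41190_c1_g1 fell by 4.82 on the log2 scale, from 43.2, 64.7 and 35.0 in Z2CK to 0.43, 1.60 and 0.24 in Z2T (standard error 0.36, adjusted p = 0.000751 from limma). TRINITY_DN30715_c0_g1 had an FPKM of 7.09, 6.59 and 6.97 in Z2CK and was listed at 0 in every other library (adjusted p = 0.000469 from limma, Z2CK vs. Z2T). Under the alternatives set before the data were examined that do not only relax a threshold, 20 of 58 tests of these 4 unigenes passed both thresholds. With any 1 library of Z2CK or Z2T left out, TRINITY_DN35686_c1_g1 and TRINITY_DN41190_c1_g1 passed in 0 fits, with adjusted p of 0.00101 to 0.00911 from limma. TRINITY_DN30715_c0_g1 passed in 0 fits with 1 library of Z2T left out, with adjusted p of 0.00101 to 0.00293 from limma, and fell under the filter with any 1 Z2CK library left out. TRINITY_DN42501_c3_g1 passed without H4CK2 but not without H4CK1 or H4CK3 (adjusted p = 0.00304 and 0.00235 from limma), and fell under the filter with any 1 H4T library left out. Over these alternatives the adjusted p of the 4 unigenes reached up to 0.0973.

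**Figure D3:**
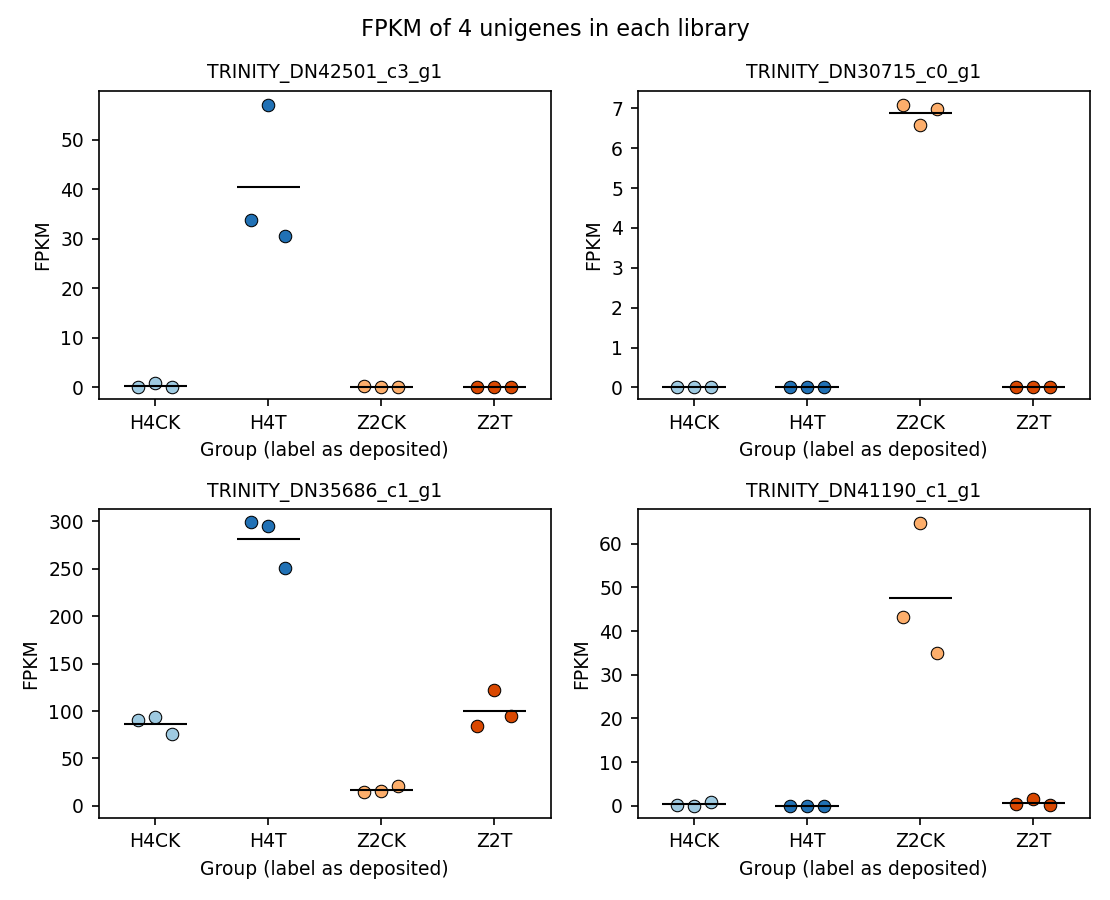
FPKM (linear axis) of the 4 named unigenes in each library by group, with 3 points per group for the libraries and a line for their mean. TRINITY_DN42501_c3_g1 lies between 30.6 and 57.1 in H4T, and TRINITY_DN41190_c1_g1 between 35.0 and 64.7 in Z2CK.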

A total of 5324, 4886, 4411, and 5195 DEGs were identified in the comparison of H4CK vs. Z2CK, H4T vs. Z2T, H4CK vs. H4T, and Z2CK vs. Z2T, respectively (Figure 3A). In the control group (H4CK vs. Z2CK), 2074 up- and 3250 downregulated DEGs were identified in Z2CK, while in the treatment group (H4T vs. Z2T), 3189 up- and 1697 downregulated DEGs were found in Z2T, suggesting different gene expression patterns in the two genotypes resulting from water treatment. 

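In H4CK vs. Z2CK, the 2 unigenes that passed were higher in Z2CK, among them TRINITY_DN41190_c1_g1 with a log2 fold change of 5.16 (standard error 0.36, adjusted p = 0.000586 from limma). In H4T vs. Z2T, the 2 unigenes that passed were lower in Z2T, among them TRINITY_DN42501_c3_g1, which fell by 5.27 on the log2 scale (standard error 0.30, adjusted p = 0.000178 from limma). With the adjusted p threshold of 0.05, 48.4% of the DEGs were higher in Z2CK and 19.0% were higher in Z2T. Without the library labelled Z2CK2, 2 unigenes passed in H4CK vs. Z2CK, and 0% of these were higher in Z2CK. Chosen after the data were seen, leaving out the libraries labelled H4CK1 and Z2T1 gave 61.8% of 508 DEGs higher in Z2CK and 56.5% of 455 higher in Z2T. Scaling also moved these shares, and 2 of 5 DEGs (40%) were higher in Z2CK after quantile normalization. At an absolute log2 fold change of at least 2 and any p, 399 unigenes were higher and 303 lower in Z2CK. The same count gave 292 higher and 323 lower in Z2T, and 297 higher and 288 lower after median-of-ratios scaling. The 3 libraries of each group did not overlap for 17.0% of unigenes in H4CK vs. Z2CK and for 19.8% in H4T vs. Z2T, where chance gives 10%. Of these, 59.6% were higher in Z2CK and 32.6% higher in Z2T. Under the 3 scalings tried the former share ranged from 48.4% to 69.2% and the latter from 25.5% to 47.2%.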

In the comparisons of H4CK vs. H4T and Z2CK vs. Z2T, there were 1683 up- and 2728 downregulated DEGs in H4, while there were 3644 up- and 1551 downregulated DEGs in Z2, indicating that more genes were induced in Z2, but more genes were inhibited in H4. 

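In H4CK vs. H4T the 1 unigene that passed was higher in H4T, and in Z2CK vs. Z2T 1 was higher and 2 were lower in Z2T. The direction in Z2 changed with the settings. Of the DEGs in Z2, 33.3% were higher in Z2T, against 100% of 2 DEGs with a pseudocount of 0.1, 60% of 5 DEGs after quantile normalization and 48.9% of 133 DEGs with the adjusted p threshold of 0.05. In H4 that threshold gave 73.8% of 65 DEGs higher in H4T. Chosen after the data were seen, leaving out the libraries labelled H4CK1 and Z2T1 gave 61.4% of 246 DEGs higher in H4T and 81.2% of 335 higher in Z2T, and array weights gave 72.5% of 80 and 67.6% of 74. Without the library labelled Z2CK2, 2 unigenes passed in Z2, both higher in Z2T. At an absolute log2 fold change of at least 2 and any p, 360 unigenes were higher and 161 lower in H4T, and 658 were higher and 301 lower in Z2T. The share that was higher stayed above 50% in both cultivars under the 3 scalings tried, at 62.7% to 68.8% in H4 and 65.2% to 70.5% in Z2. Libraries with and without water culture did not overlap for 20.2% of unigenes in H4 and 21.2% in Z2, where chance gives 10%. Of these, 69.0% were higher in H4T and 39.3% higher in Z2T, with ranges of 54.2% to 74.2% and 29.7% to 51.1% under the scalings. Whether the response to water culture differed between the cultivars was tested as an interaction in the same limma fit. It gave 0 DEGs, with 2813 unigenes at an unadjusted p under 0.05 and a smallest adjusted p of 0.00664 from limma. At any p, 1112 unigenes had an absolute log2 value of at least 2 for the interaction. Its median standard error was 0.49, against 0.35 for a single comparison, so 0 DEGs does not show that the cultivars responded alike. With the adjusted p threshold of 0.05 the interaction gave 15 DEGs, and with a constant prior variance 2. It gave 0 with the libraries labelled H4CK1 and Z2T1 left out, which was chosen after the data were seen. From the DEGs counted in each direction (Figure 3A), the paper concludes that water culture induced more genes in Z2 and inhibited more genes in H4.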

The comparisons of H4CK vs. H4T and Z2CK vs. Z2T shared 1965 common genes, and there were 2446 and 3230 distinctive genes expressing in the comparison of Z2CK vs. Z2T and the comparison of H4CK vs. H4T, respectively (Figure 3B).

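The DEGs of H4CK vs. H4T and of Z2CK vs. Z2T had 0 unigenes in common in the limma fit, and 6 with the adjusted p threshold of 0.05. With the libraries labelled H4CK1 and Z2T1 left out, chosen after the data were seen, 70 were in common, all 70 in the same direction. Without adjustment, 1037 unigenes had a p under 0.05 in both comparisons. Of these, 916 changed in the same direction in both cultivars and 121 in opposite directions. The comparisons have no library in common, but they share 1 estimate of the spread of each unigene, which can make their lists overlap.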

### 3.5. GO (Gene Ontology) Clustering of DEGs

GO assignment was used to classify the functions of DEGs, and significantly enriched GO term was defined when *P*_adj_ value was less than 0.05. In total, 2879 DEGs (1146 up- and 1733 downregulated) of the H4 group (H4CK vs. H4T) were assigned into 43 enriched GO terms consisting of 17 biological processes (metabolic process, cellular process, biological regulation, etc.), 14 cellular components (membrane, membrane part, cell, etc.), and 12 molecular functions (catalytic activity, binding, translation regulator activity, etc.) (Figure 4). Meanwhile, 3485 DEGs (2500 up- and 985 downregulated) in the Z2 group (Z2CK vs. Z2T) were assigned into 43 enriched GO terms consisting of 18 biological processes (metabolic process, cellular process, pigmentation, etc.), 14 cellular components (membrane, membrane part, cell, etc.), and 11 molecular functions (catalytic activity, binding, transporter activity, etc.) (Figure 4). Eighty-nine and 106 significantly enriched GO terms were identified in the H4 group and the Z2 group, respectively (Additional file 3: sheet3). The top 20 significantly enriched GO terms sorted by *P*_adj_ value from small to large are shown in Figure 5. There were 11 common significantly enriched GO terms between the H4 group and the Z2 group, such as cell wall organization or biogenesis, oxidoreductase activity, hydrolase activity acting on glycosyl bonds, cofactor binding, and others. In each common GO term, the total number of DEGs in the Z2 group was higher than that in the H4 group, and the number of upregulated DEGs was higher than the downregulated DEGs in the Z2 group but lower in the H4 group (Figure 6A). Nine distinctive significantly enriched GO terms were found in the H4 group, which mainly included the polysaccharide metabolic process, carbohydrate metabolic process, cellular carbohydrate metabolic process, cell wall macromolecule metabolic process, photosystem, and others (Figure 6B). The expression of the most DEGs in these distinctive GO terms was inhibited, suggesting that the photosynthesis process and the cell wall formation process may be suppressed in the process of root primordium formation in H4. Meanwhile, other nine significantly enriched GO terms were found in the Z2 group, mainly including cell wall organization, the integral component of membrane, the membrane part, external encapsulating structure organization, and others (Figure 6C). The number of upregulated DEGs in these distinctive GO terms was more than that of downregulated DEGs, indicating that cell wall formation may promote root primordium formation in Z2.

### 3.6. KEGG Pathway Analysis of DEGs

To further the insight into the molecular interactions among the DEGs, KEGG analysis was performed and the significantly enriched pathway was defined when the *P*_adi_ value was less than 0.05. A total of 1966 (in H4 group: H4CK vs. H4T) and 2381 (in Z2 group: Z2CK vs. Z2T) DEGs were enriched into 133 and 131 pathways, respectively (Additional file 4: sheet4). Thirteen and 19 significant enriched pathways were identified in the H4 group and the Z2 group, respectively. Among them, there were six common pathways between the two groups, while there were seven (photosynthesis, photosynthesis antenna proteins, starch and sucrose metabolism, etc.) and 13 (MAPK signaling pathway–plant, carotenoid biosynthesis, plant–pathogen interaction, etc.) distinctive pathways in the H4 group and the Z2 group, respectively (Figure 7A). In the MAPK signaling pathway of the Z2 group, ethylene and jasmonic acid (JA) signaling pathways were identified (Figure 8).

More DEGs were induced in the Z2 group (1033 up- and 404 downregulated), while more DEGs were reduced in the H4 group (424 up- and 434 downregulated). The number of downregulated DEGs in photosynthesis, photosynthesis antenna proteins, and amino sugar and nucleotide sugar metabolism pathways in the H4 group were more than that of upregulated DEGs (Figure 7B), suggesting that the photosynthesis process may be inhibited in H4 during root primordium formation. In each distinct pathway of the Z2 group, the number of upregulated DEGs was more than that of downregulated, especially in MAPK signaling pathway–plant, the number of upregulated DEGs was about two times that of downregulated DEGs (Figure 7C).

### 3.7. Verification of Expression of DEGs by qPCR

Four DEGs (Maker00082600, Maker00008727, Maker00075372, and Maker00063286) were randomly selected for qPCR to test the reliability of expression of DEGs in sequencing results. The results showed that there was good agreement between the mRNA-Seq data and the qPCR data (Figure 9). After 20 days of hydroponics, the expression of Maker00082600, Maker00075372, and Maker00063286 was significantly higher than that of 10 days of hydroponics, while the expression of Maker00008727 was lower than that of 10 days of hydroponics, suggesting different expression patterns of different DEGs during root primordium formation in ramie.

## 4. Discussion

Root generation is the key factor for growth and development of asexual propagation plants [25]. Studying the molecular mechanism of rooting of ramie cuttings is helpful to improving the survival rate of ramie cuttings. However, little is known about the molecular mechanism of rooting in ramie cuttings. In this study, mRNA-Seq analysis was performed to reveal the regulatory mechanism of AR in ramie cuttings using two ramie varieties (H4 and Z2) with different rooting patterns before rooting (control, CK) and 10 days water-induced adventitious rooting (treatment, T). Gene expression patterns and expression of DEGs between the two varieties and within the two varieties are discussed.

In total, the expression of 26,723 genes was detected in all the sequenced samples, and most of the genes (22,493) were commonly expressed in H4CK, H4T, Z2CK, and Z2T (Figure 2A). More distinctive genes were expressed in Z2T (1799) than that in Z2CK (623), while fewer distinctive genes were observed in H4T (750) compared to H4CK (1300) (Figure 2D,E), denoting different gene expression patterns in the two varieties after tap water culture. There were more distinctive genes expressed in H4CK than in Z2CK, but differently, there were fewer distinctive genes in H4T than in Z2T (Figure 2B,C). A total of 5324, 4886, 4411, and 5195 DEGs were identified in the comparison of H4CK vs. Z2CK, H4T vs. Z2T, H4CK vs. H4T, and Z2CK vs. Z2T, respectively (Figure 3A). After tap water culture, more DEGs were induced in Z2 (3644 up- and 1551 down-regulated DEGs in Z2CK vs. Z2T) but more DEGs were inhibited in H4 (1683 up- and 2728 down-regulated DEGs in H4CK vs. H4T). These different expression patterns of all genes and DEGs between H4 and Z2 provide clues to the regulatory mechanism of their different rooting patterns.

There were 11 common significantly enriched GO terms between the H4 group (H4CK vs. H4T) and the Z2 group (Z2CK vs. Z2T), including cell wall organization or biogenesis, oxidoreductase activity, hydrolase activity acting on glycosyl bonds, cofactor binding, and others. Interestingly, in each common significantly enriched GO term, more DEGs were induced in the Z2 group (2500 up- and 985 downregulated), but more DEGs were inhibited in the H4 group (1146 up- and 1733 downregulated) (Figure 6A), indicating the probable reasons of the different rooting patterns in the two varieties. Cell wall modification is an important biological process of root formation [26]. In the H4 group, 30 DEGs related to the cell wall macromolecule metabolic process were upregulated and 8 DEGs were downregulated, while in the Z2 group, 73 and 15 DEGs related to cell wall organization were upregulated and downregulated, respectively (Figure 6B). These results suggested different molecular mechanisms of cell wall formation in the two varieties, which may result in different rooting patterns.

Photosynthesis plays an important role in root occurrence and root growth [27,28]. In *Pinus taeda*, genes related to photosynthesis are downregulated during the root initiation phase [29]. In this study, two distinctive significantly enriched GO terms—photosystem and photosystemⅠ—were identified in the H4 group, and genes involved in these GO terms were downregulated, which was consistent with the previous study. In addition, KEGG analysis showed that two significant pathways (photosynthesis and photosynthesis antenna proteins) were distinctively identified in the H4 group (Figure 7B), and all DEGs of the two pathways were downregulated. Most of the raw materials in root formation and development, such as sugars, are produced by photosynthesis. According to the downregulated DEGs related to photosynthesis, we speculated that H4 may show weak photosynthetic capacity, which may result in fewer root primordia.

Phytohormones play an important role in regulating rooting of cuttings [10,14,30]. Auxin is the primary plant hormone to promote AR in plant, and it has been found to positively regulate the occurrence and number of AR in many species [31,32,33]. Ethylene, salicylic acid, and brassinolide can also positively promote the occurrence and number of AR [12,34,35], while strigolactones, abscisic acid, gibberellins, and cytokinins negatively regulate the occurrence and number of AR [36,37,38,39]. JA has been found to synergize with auxin to promote the occurrence of AR formation in potato and *Petunia* [40,41], but it has also been found to inhibit the occurrence of AR in *Arabidopsis* [42]. In this study, the MAPK signaling pathway–plant pathway was distinctively significantly identified in the Z2 group, which showed that JA can interact with ethylene to regulate the occurrence and number of AR in ramie cuttings (Figure 8). Ethylene and JA are two regulators that modulate local responses to wounding in *Nicotiana attenuata* [43]. It has been described that during AR emergence, which means breakage of tissue, plants produce compounds with antimicrobial activities to avoid infection by bacteria. The interaction between JA and ethylene in ramie cuttings may modulate the breakage of tissue, which may be one of the reasons for more AR formation in Z2.

## 5. Conclusions

Here, we provide a global view of the transcriptomic divergence of two ramie varieties with different rooting patterns before rooting and 10 days water-induced adventitious rooting using mRNA-Seq. Cell wall formation, the photosynthesis process, and the JA signaling pathway were identified to regulate AR formation in ramie cuttings. Our results provide new insight into mechanisms of AR formation in different ramie varieties.

## Figures and Tables

**Figure 1:**
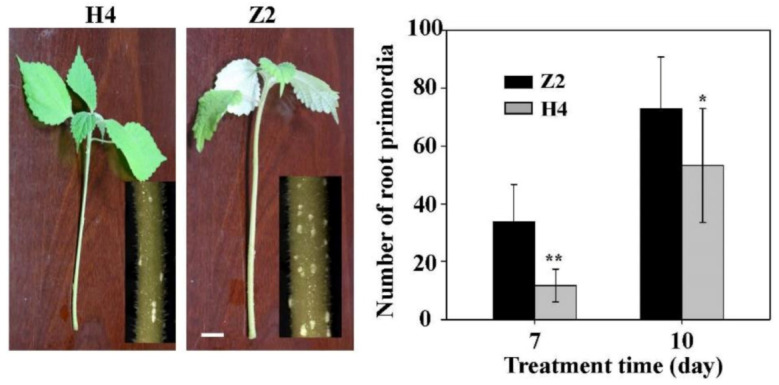
Phenotypic analysis of ramie cuttings cultured with tap-water. H4 and Z2 represent Huazhu No 4 and Zhongzhu No 2, respectively. The left pictures show the ramie cuttings cultured with tap water for 7 days; white bar = 1 cm. The right column chart is the statistical analysis of the number of root primordia of ramie cuttings cultured with tap water. Statistical analysis was conducted using one-way analysis of variance with SPSS Statistics 19.0 (SPSS Inc., Chicago, IL, USA). Comparisons of means were performed using least significant difference test at *p* = 0.05. * and ** denote significant difference from Z2 at *p* < 0.05 and *p* < 0.01, respectively. Data are means ± SD of three replicates. Each replicate included five individual plants.

**Figure 2:**
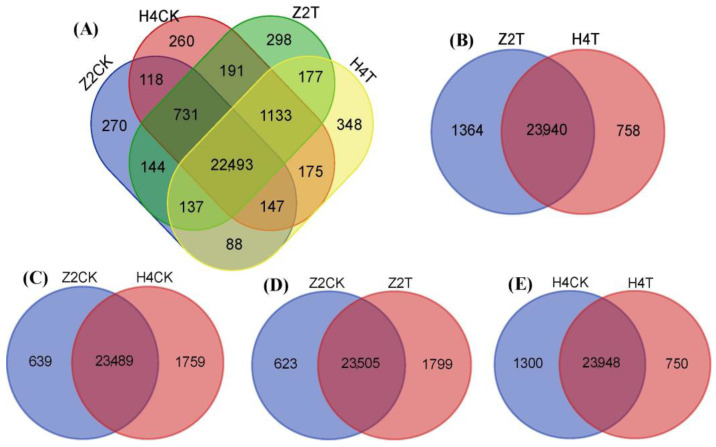
Venn diagram of all genes in the 12 cDNA libraries. H4CK, control of Huazhu No 4; H4T, treatment of Huazhu No 4; Z2CK, control of Zhongzhu No 2; Z2T, treatment of Zhongzhu No 2. (**A**) Statistics of all the genes identified in H4CK, H4T, Z2CK, and Z2T. (**B**) Comparison of gene number between Z2T and H4T. (**C**) Comparison of gene number between Z2CK and H4CK. (**D**) Comparison of gene number between Z2CK and Z2T. (**E**) Comparison of gene number between H4CK and H4T.

**Figure 3:**
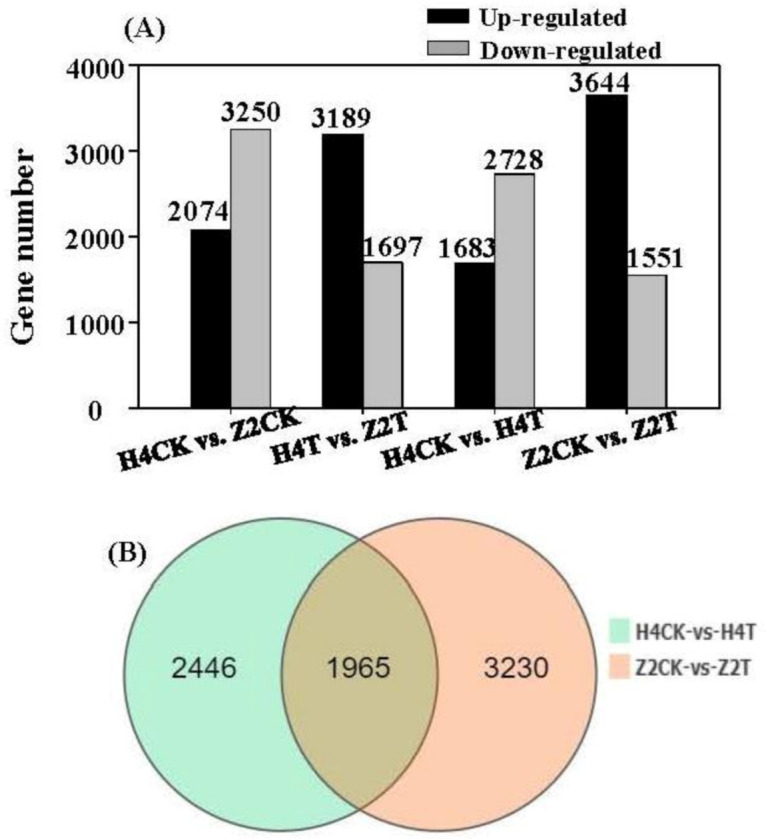
(**A**) Number of upregulated and downregulated differentially expressed genes (DEGs) in four pairwise comparisons (H4CK vs. Z2CK, H4T vs. Z2T, H4CK vs. H4T, and Z2CK vs. Z2T). (**B**) Venn diagram of DEGs in the pairwise comparisons of H4CK vs. H4T and Z2CK vs. Z2T.

**Figure 4:**
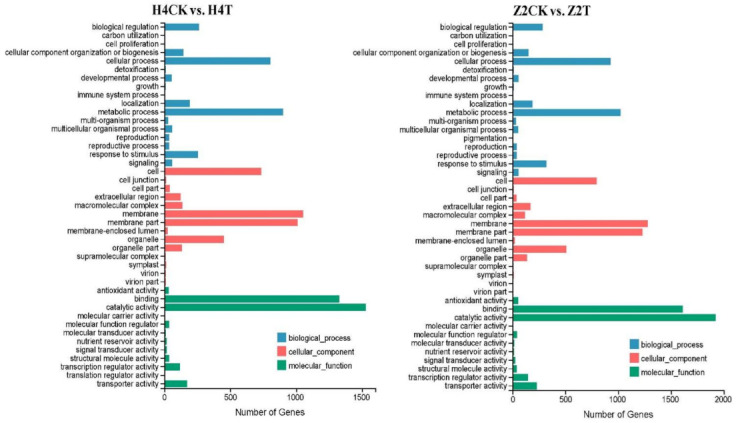
Gene ontology (GO) classification of DEGs in the pairwise comparisons of H4CK vs. H4T and Z2CK vs. Z2T.

**Figure 5:**
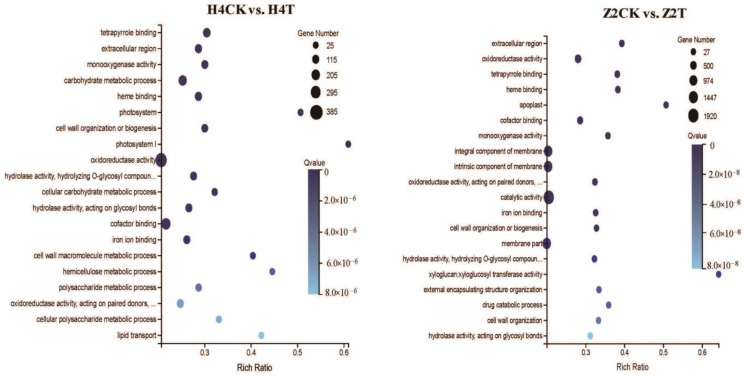
Gene ontology (GO) enrichment of DEGs in the pairwise comparisons of H4CK vs. H4T and Z2CK vs. Z2T.

**Figure 6:**
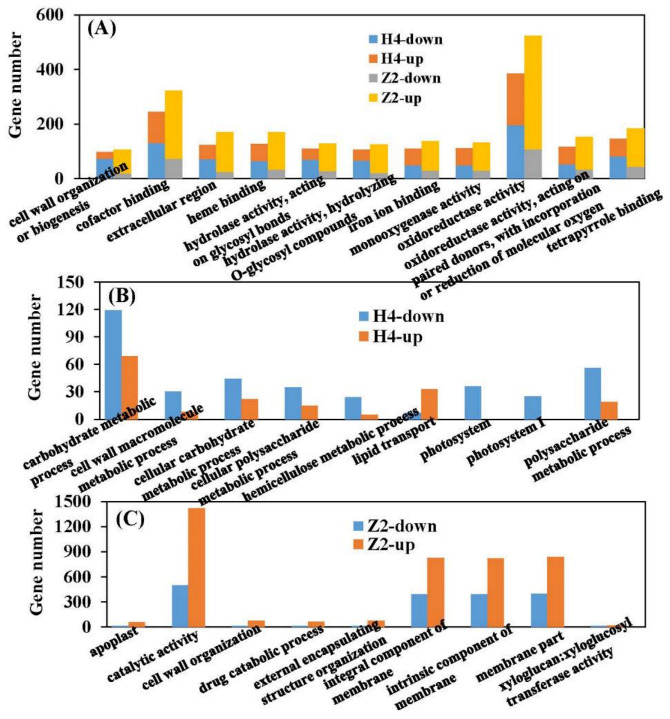
Statistical DEG number of each GO-enriched term in the pairwise comparisons of H4CK vs. H4T and Z2CK vs. Z2T. (**A**) The up- and downregulated DEG number of each common GO term between the comparisons of H4CK vs. H4T and Z2CK vs. Z2T. (**B**) The up- and downregulated DEG number of the distinctive GO terms in the comparison of H4CK vs. H4T. (**C**) The up- and downregulated DEG number of the distinctive GO terms in the comparison of Z2CK vs. Z2T. H4-up and H4-down denote up- and downregulated DEGs in the comparison of H4CK vs. H4T, respectively. Z2-up and Z2-down denote up- and downregulated DEGs in the comparison of Z2CK vs. Z2T, respectively.

**Figure 7:**
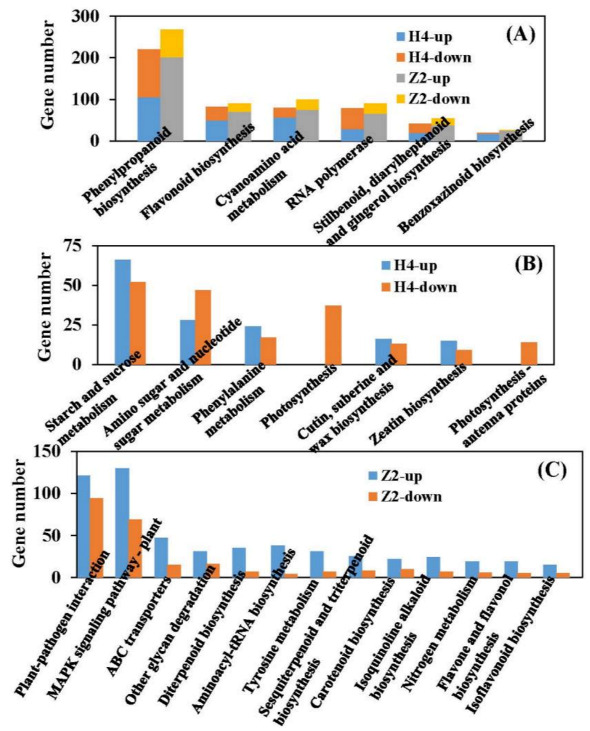
Statistical DEG number of each pathway identified by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. (**A**) The up- and downregulated DEG number of each common pathway between the comparisons of H4CK vs. H4T and Z2CK vs. Z2T. (**B**) The up- and downregulated DEG number of the distinctive pathways in the comparison of H4CK vs. H4T. (**C**) The up- and downregulated DEG number of the distinctive pathways in the comparison of Z2CK vs. Z2T. H4-up and H4-down denote up- and downregulated DEGs in the comparison of H4CK vs. H4T, respectively. Z2-up and Z2-down denote up- and downregulated DEGs in the comparison of Z2CK vs. Z2T, respectively.

**Figure 8:**
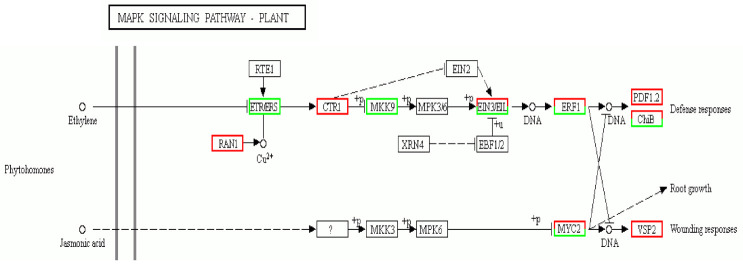
The MAPK signaling pathway identified in the comparison of Z2CK vs. Z2T. Red and green denote the up- and downregulated DEGs, respectively. RAN1, responsive to antagonist1; RTE1, reversion to ethylene sensitivity1; ETR, ethylene response; ERS, ethylene response sensor; CRT1, constitutive triple response1; MKK, MAP kinase kinase; MPK, mitogen-activated protein kinase; EIN, ethylene-insensitive; EIL, EIN3-like; EBF1/2, EIN3 binding F-box1/2; ERF1, ethylene response factor1; PDF1.2, plant defensin1.2; ChiB, basic chitinase; MYC2, jasmonate-insensitive1; VSP, vegetative storage protein; XRN4, exoribonuclease4.

**Figure 9:**
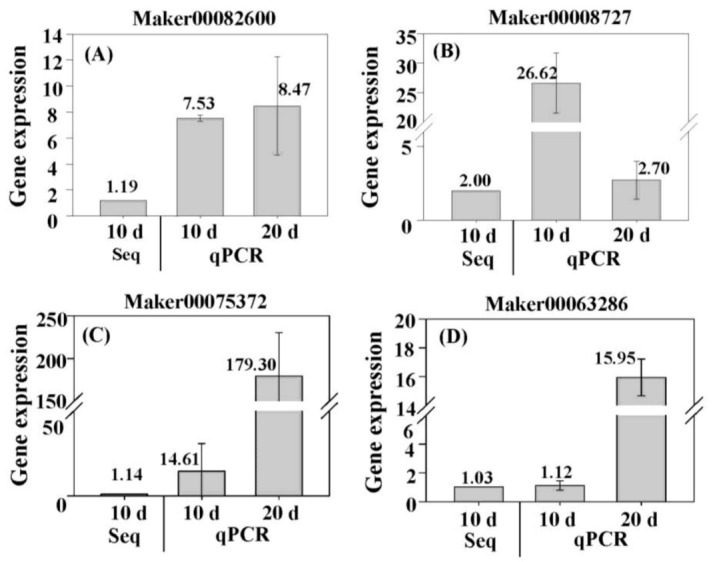
qPCR analysis of randomly selected DEGs in stems of ramie under the tap water-cultured condition. (**A**) Expression of Maker00082600 in Zhongzhu No 2 cultured with tap water (Z2T). The 2^−ΔΔCt^ method was used to calculate the relative expression. The expression in Z2CK (without tap water culture) was used as the control, and its value was set to 1. (**B**) Expression of Maker00008727 in Huazhu No 4 cultured with tap water (H4T). The expression in H4CK (without tap water culture) was used as the control, and its value was set to 1. (**C**) and (**D**) expression of Maker00075372 and Maker00063286 in Z2T. The expression in H4T was used as the control, and its value was set to 1. For (**A**) to (**D**), data are means ± SD of three replicates. “Seq” denotes the expressions obtained by mRNA-Seq analysis. “qPCR” denotes the expressions obtained by qPCR.

**Table 1:** Statistical analysis of transcriptome data in the 12 cDNA libraries. H4, Huazhu No 4; Z2, Zhongzhu No 2; T1, T2 and T3 denote the three biological replicates of the treatment (cultured with tap water); CK1, CK2, and CK3 denote the three biological replicates of the control (without water treatment).

Sample	Total Raw Read (M)	Total Clean Read (M)	Total Clean Base (Gb)	Clean Read q20 (%)	Clean Read q30 (%)	Total Mapping Genome Ratio (%)	Uniquely Mapping Genome Ratio (%)
H4T1	41.10	36.03	5.44	97.78	93.58	90.51	63.70
H4T2	47.88	42.30	6.39	97.84	93.73	90.35	63.64
H4T3	39.33	34.14	5.15	97.70	93.39	90.23	63.27
H4CK1	45.76	40.17	6.06	97.81	93.70	90.37	65.14
H4CK2	50.74	44.39	6.70	97.78	93.59	90.80	63.98
H4CK3	45.36	39.87	6.02	97.80	93.62	90.67	64.03
Z2T1	47.07	40.79	6.16	97.69	93.37	90.92	63.61
Z2T2	44.86	39.44	5.96	97.81	93.64	90.47	65.14
Z2T3	44.13	38.43	5.80	97.73	93.47	91.33	65.72
Z2CK1	38.17	33.09	5.00	97.67	93.31	90.87	65.43
Z2CK2	43.06	37.19	5.62	97.65	93.27	91.00	65.50
Z2CK3	40.74	35.38	5.34	97.70	93.41	91.43	66.06
Mean	44.02	38.44	5.80	97.75	93.51	90.75	64.60
Total	528.20	461.22	69.64				

## Data Availability

All data presented in this study are provided either in the manuscript or additional files. Illumina sequencing data was deposited in the NCBI GEO database with accession number GSE116063.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/10/1/160/s1, Additional file 1 sheet1. Primer sequences of target genes selected for qPCR. Additional file 2 sheet2. Summary of the gene number in the 12 cDNA libraries. Additional file 3 sheet3. Significantly enriched gene ontology (GO) terms in the pairwise comparisons of H4CK vs. H4T and Z2CK vs. Z2T. Additional file 4 sheet4. Pathways in the comparisons of H4CK vs. H4T and Z2CK vs. Z2T identified by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. Green parts denote significantly at *P*_adj_-value < 0.05.

## Abbreviations

AR	adventitious root
DEGs	differentially expressed genes
GO	gene ontology
JA	jasmonic acid
KEGG	Kyoto Encyclopedia of Genes and Genomes
qPCR	quantitative PCR.

How the deposited data were processed for this re-analysis (not part of the article)

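Stems of the ramie cultivars Z2 and H4 were sequenced with 3 libraries from stems after 10 days of water culture and 3 from untreated stems per cultivar, 12 libraries in all. The authors deposited a table of FPKM values for 66,881 unigenes with Trinity identifiers, without read counts. The paper describes another route, in which the authors mapped clean reads to a ramie genome, computed FPKM on its genes and called DEGs with DESeq2. How the Trinity unigenes were assembled, filtered and counted is not given in the sources used here. The table names no genes, so the GO, KEGG and qPCR results of the paper were not analysed here. Each column was assigned to its library by its label, and no column was left out.

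The FPKM values were used as deposited, without further scaling between libraries. The column totals lay between 914,642 and 1,061,225. A test for read counts was not used, since FPKM values are not counts. DEGs were called with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, on log2(FPKM + 1). The 27,628 unigenes with an FPKM of at least 1 in at least 3 of the 12 libraries were tested. All 4 groups entered 1 fit with 8 residual degrees of freedom, and the comparisons H4CK vs. Z2CK, H4T vs. Z2T, H4CK vs. H4T and Z2CK vs. Z2T and their interaction were contrasts of it. A fold change gives the group named after "vs." relative to the group named before it. DEGs had a Benjamini-Hochberg adjusted p under 0.001 and an absolute log2 fold change of at least 2, as the paper's section on DEGs states. All adjusted p-values of unigenes are limma's. The results section of the paper gives a fold change of at least 2, which was tried as an alternative. On simulated data with the unigenes' own means and spread, where 200 unigenes were changed by 3 on the log2 scale, the fit recovered 154 in H4T vs. Z2T, 152 in Z2CK vs. Z2T and 115 in the interaction, with 0 false calls among 27,628 unigenes. With the median spread for every unigene it recovered 199, 198 and 190. The changed unigenes were drawn from those with a mean log2(FPKM + 1) above 3, and the simulated noise was independent between libraries. In the data, the libraries labelled H4CK1 and Z2T1 each resembled another group, so the simulation does not give the power of the fit there.

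A unigene was counted as detected in a group at an FPKM above 0 in at least 1 of its 3 libraries. The numbers of unigenes above 0 per library, and those with an FPKM of at least 1, were compared by two-sided exact permutation tests in scipy 1.17.1. In these, 3 libraries against 3 cannot give a p under 0.1. Both measures entered the adjustment over 8 comparisons. The depth of each library relative to H4T1 was estimated from unigenes with an FPKM above 2 in both libraries and above 0 in at most 4 libraries, as the most frequent ratio of their values within 0.5 on the log2 scale. The resulting values lay between 0.832 and 1.24. These give no read number for a single unigene, so no counting interval was computed. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

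Before the data were examined, these alternatives were set for the DEGs: pseudocounts of 0.1 and 0.01, no filter, a filter at an FPKM of 0.1, a fold change of at least 2, an adjusted p of 0.05, rescaling to the same sum in every library (TPM scale), median-of-ratios scaling, quantile normalization, a constant prior variance, the replicate number as a block, a fit of the 6 libraries compared, and each library left out in turn. For detection they were an FPKM above 0 in all 3 libraries of a group, a group mean FPKM of at least 0.1 or 1, and each library left out in turn. The genes to name were to be those the paper names by identifier and the unigenes past the thresholds in the same direction in both cultivars. The table lists 0 of the former, and 0 unigenes met the latter, so the 4 unigenes named beside the DEG counts were chosen after their values were seen. Leaving out every pair of libraries of different groups and weighting libraries with limma's array weights were added after the data were seen, as was the ratio of distinctive unigenes with 2 libraries of each group, in all 9 combinations.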

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

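Leaving out pairs of libraries, weighting libraries and comparing detection in 2 libraries of each group were chosen only after the results were seen, and the other alternatives before. DEG counts are given in the order H4CK vs. Z2CK, H4T vs. Z2T, H4CK vs. H4T and Z2CK vs. Z2T. As reported, limma gave 2, 2, 1 and 3 DEGs, 0 in common to both cultivars and 0 for the interaction, with 4108, 3658, 3742, 5074 and, for the interaction, 2813 unigenes at an unadjusted p under 0.05.

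A fold change threshold of 2 left every count as it was. A pseudocount of 0.1 gave 0, 0, 0 and 2 DEGs and a pseudocount of 0.01 gave 0 in all 4 comparisons. Without a filter the counts were 0, 1, 1 and 0, and with a filter at an FPKM of 0.1 they were 3, 1, 2 and 2. An adjusted p threshold of 0.05 gave 64, 58, 65 and 133 DEGs, 6 in common and 15 for the interaction. A constant prior variance gave 3, 5, 5 and 2, and 2 for the interaction. With only the 6 libraries compared in the fit, 0 unigenes passed in each. The cause of these changes was not tested. Under the remaining scalings the counts were 3, 3, 1 and 4 on the TPM scale, 4, 3, 1 and 4 with median-of-ratios scaling and 5, 3, 0 and 5 with quantile normalization. Median-of-ratios scaling moved the median log2 fold change of the interaction by 0.14, the only shift above 0.1 among the scalings.

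The share of DEGs that were higher was 100% in H4CK vs. Z2CK, 0% in H4T vs. Z2T, 100% in H4CK vs. H4T and 33.3% in Z2CK vs. Z2T. In H4CK vs. Z2CK it was 66.7% on the TPM scale, 50% with median-of-ratios scaling, 40% with quantile normalization and 48.4% with the adjusted p threshold of 0.05. In H4T vs. Z2T it was 33.3% under each of these scalings. In Z2CK vs. Z2T it was 50% on the TPM scale and with median-of-ratios scaling, 60% with quantile normalization, 100% with a pseudocount of 0.1 and 0% with a constant prior variance. The cause was not tested. Where 0 unigenes passed there is no share.

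Fits that leave out 1 library of a comparison gave 0 to 2 DEGs in H4CK vs. Z2CK, 0 in H4T vs. Z2T, 0 to 1 in H4CK vs. H4T and 0 to 2 in Z2CK vs. Z2T, with 0 in common and 0 to 1 for the interaction. The filter at 3 libraries removed unigenes found in a single group when a library of that group was left out. DEGs were left in H4CK vs. Z2CK only without H4CK1 (1) or Z2CK2 (2), in H4CK vs. H4T only without H4CK2 (1), and in Z2CK vs. Z2T only without Z2CK2 (2) or Z2T1 (2). The interaction gave 1 DEG without Z2CK2. The share that was higher ranged from 0% to 100% in H4CK vs. Z2CK, was 100% in H4CK vs. H4T and ranged from 50% to 100% in Z2CK vs. Z2T. Without Z2CK2 it was 0% in H4CK vs. Z2CK and 100% in Z2CK vs. Z2T, on the other side of 50% in both.

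Leaving out every pair of libraries from different groups, 54 pairs, gave a lowest count of 0 in each comparison. The highest counts were 508, 455, 246 and 335 DEGs and 70 in common, all with the libraries labelled H4CK1 and Z2T1 left out, and the other 53 pairs gave at most 2, 2, 1 and 2 DEGs and 0 in common. For this pair 61.8%, 56.5%, 61.4% and 81.2% of the DEGs were higher. All 70 went in the same direction. The interaction gave 0 DEGs for this pair and reached 2 without Z2CK2 and Z2T3. Array weights gave 14, 536, 80 and 74 DEGs, 6 in common and 0 for the interaction, with weights of 0.182 for H4CK1 and 0.155 for Z2T1. The shares that were higher were then 57.1%, 54.9%, 72.5% and 67.6%.

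The replicate number as a replicate block gave 0 DEGs in every comparison, 0 in common and 0 for the interaction. Libraries with the same number did not deviate together. The correlation of their deviations from the group means had a median of -0.010 over 18 pairs of libraries, from -0.855 to 0.131, and exceeded 0.1 in 1 pair, so the libraries share only a number.

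For detection, the rule that a unigene is above 0 in all 3 libraries of a group gave a total of 31,520 in place of 65,477 and turned all 4 ratios of distinctive unigenes. It gave 0.425 in place of 2.92 for Z2T to H4T, 0.748 in place of 5.14 for H4CK to Z2CK, 0.672 in place of 5.83 for Z2T to Z2CK and 2.13 in place of 0.379 for H4T to H4CK. The cause was not tested. A group mean FPKM of at least 0.1 gave ratios of 2.79, 4.40, 5.21 and 0.408 in that order, and a mean of at least 1 gave 2.45, 2.76, 3.82 and 0.547, with 19,402 common unigenes in place of 30,435. With 1 library left out, the total ranged from 59,965 to 65,120 and the common unigenes from 29,227 to 30,059. The ratio ranged from 1.19 to 4.44 for Z2T to H4T, from 0.756 to 7.59 for H4CK to Z2CK, from 2.29 to 8.65 for Z2T to Z2CK and from 0.231 to 2.94 for H4T to H4CK. The ratio of H4CK to Z2CK was 0.756 without H4CK1, and that of H4T to H4CK was 2.94 without it, both on the other side of 1. The lowest values of the ratios with Z2T came without Z2T2. Leaving out a library of the group in the denominator raises a ratio and leaving out one in the numerator lowers it, since fewer libraries detect fewer unigenes. With 2 libraries of each group, in 9 combinations, the ratio ranged from 1.72 to 2.92 for Z2T to H4T, from 1.10 to 5.46 for H4CK to Z2CK, from 3.20 to 5.47 for Z2T to Z2CK and from 0.308 to 1.83 for H4T to H4CK. The ratio of H4CK to Z2CK thus stayed above 1, at 1.10 to 1.195 without H4CK1, and that of H4T to H4CK turned, to 1.56 to 1.83 without H4CK1.

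The 4 unigenes named beside the DEG counts passed the thresholds in 20 of 58 tests under the alternatives that do not only relax a threshold. The genes of the qPCR are not listed in the table, so their alternatives gave no value. The table holds no read counts, and the depth that limits the detection of low unigenes cannot be given per unigene.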

Differences from the paper's values

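Leaving out pairs of libraries and weighting libraries were chosen only after the results were seen. The paper counts genes of a ramie genome, and the deposited table lists unigenes of a Trinity assembly, so the values compared here count different features.

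The paper reports 26,723 genes in all libraries, against 65,477 unigenes here. Its counts for the groups are 25,248 in H4CK, 24,698 in H4T, 24,128 in Z2CK and 25,304 in Z2T, against 48,916, 40,658, 36,523 and 51,313 unigenes here. Of the alternatives set before the data were examined, the rule of an FPKM above 0 in all 3 libraries of a group brings all 5 of these within 1.5 times of the paper's values, at 31,520 in total and 25,736, 27,561, 26,445 and 25,490 in the groups. A group mean FPKM of at least 1 does so for the 4 groups, at 30,257, 26,312, 24,294 and 33,332, but not for the total. H4CK is also within 1.5 times without H4CK1 (35,158), and Z2CK with a group mean FPKM of at least 0.1 (35,231) or without any 1 of its libraries (34,309 to 34,694). The remaining alternatives do not bring these counts within 1.5 times.

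For distinctive genes the paper gives 1364 in Z2T and 758 in H4T, against 16,202 and 5547 unigenes here. It gives 639 in Z2CK and 1759 in H4CK, against 2993 and 15,386 here. For Z2 the paper gives 1799 in Z2T and 623 in Z2CK, against 17,851 and 3061 here, and for H4 it gives 750 in H4T and 1300 in H4CK, against 5050 and 13,308 here. The rule of an FPKM above 0 in all 3 libraries brings 4 of the 8 within 1.5 times, namely 1533 in Z2T against H4T, 2099 in H4CK against Z2CK, 1954 in Z2T against Z2CK and 1609 in H4CK against H4T. No other alternative set before the data were examined does so, and the other 4 stay more than 1.5 times higher under all of them. The paper's ratio of H4T to H4CK is 0.58, against 0.379 here. A group mean FPKM of at least 0.1 (0.408) or 1 (0.547) and leaving out H4CK2 (0.505) or H4CK3 (0.489) bring it within 1.5 times, and the other alternatives do not. The direction of all 4 ratios of distinctive genes is the paper's under the detection rule used here and turns under the rule of all 3 libraries.

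The paper reports 5324 DEGs in H4CK vs. Z2CK, with 2074 upregulated and 3250 downregulated, against 2 here, with 2 and 0. It reports 4886 in H4T vs. Z2T, with 3189 and 1697, against 2 here, with 0 and 2. It reports 4411 in H4CK vs. H4T, with 1683 and 2728, against 1 here, with 1 and 0. It reports 5195 in Z2CK vs. Z2T, with 3644 and 1551, against 3 here, with 1 and 2. The paper's number of DEGs common to both cultivars is 1965, against 0 here. No alternative set before the data were examined comes within 1.5 times of any of these, and the highest counts among them were 64, 58, 65 and 133 DEGs and 6 in common, with the adjusted p threshold of 0.05. Of the alternatives chosen after seeing the values, array weights gave at most 536 DEGs. Leaving out the libraries labelled H4CK1 and Z2T1 gave at most 508 and 70 in common, against at most 2 and 0 with the other 53 pairs. How many of the paper's own DEGs these alternatives hold cannot be given, since its identifiers are not in the table. The counts with all libraries thus depend on the libraries labelled H4CK1 and Z2T1, and cannot decide on the paper's counts.

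The paper states that more DEGs were lower than higher in Z2CK against H4CK, and more higher than lower in Z2T against H4T. Here the 2 DEGs of each comparison went the other way, but the direction was not stable. In H4CK vs. Z2CK the share that was higher was 48.4% of 64 DEGs with the adjusted p threshold of 0.05, 40% of 5 with quantile normalization and 0% of 2 without Z2CK2, the direction the paper gives, and 50% to 100% in the other alternatives set before the data were examined that gave DEGs. Of the alternatives chosen after seeing the values, leaving out the libraries labelled H4CK1 and Z2T1 gave 61.8% of 508 and array weights 57.1% of 14, against the paper's direction. In H4T vs. Z2T the share that was higher was 0% to 33.3% in every alternative set before the data were examined that gave DEGs. Of those chosen after seeing the values, leaving out the libraries labelled H4CK1 and Z2T1 gave 56.5% of 455 and array weights 54.9% of 536, the paper's direction. At an absolute log2 fold change of at least 2 and any p, 292 unigenes were higher and 323 lower in Z2T, with 277 and 344 on the TPM scale and 290 and 320 with quantile normalization. Only median-of-ratios scaling gave the paper's direction, with 297 and 288. The paper states that more genes fell than rose with water culture in H4, and more rose than fell in Z2. In H4 the 1 DEG here rose, and at an absolute log2 fold change of at least 2 and any p 360 unigenes rose and 161 fell. In Z2 1 DEG rose and 2 fell, while at any p 658 unigenes rose and 301 fell, the direction the paper gives. With the adjusted p threshold of 0.05, 48 DEGs rose and 17 fell in H4, against the paper's direction, and 65 rose and 68 fell in Z2. Of the alternatives chosen after seeing the values, leaving out the libraries labelled H4CK1 and Z2T1 gave 151 DEGs that rose and 95 that fell in H4 and 272 and 63 in Z2, and array weights gave 58 and 22 in H4 and 50 and 24 in Z2, against the paper's direction in H4 and in its direction in Z2. Among the unigenes whose libraries did not overlap, 69.0% were higher in H4T and 39.3% higher in Z2T. Under the 3 scalings tried these shares ranged from 54.2% to 74.2% and from 29.7% to 51.1%. Only median-of-ratios scaling gave the paper's direction in Z2, with 51.1%. The paper assigns the larger of the distinctive DEG numbers of Figure 3B to H4 in its text and to Z2 in the figure.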

Other observations

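All tests of explanations in this part were chosen only after the results were seen.

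The library labelled H4CK1 lay nearer to the libraries labelled Z2T2 and Z2T3 than to the other H4CK libraries, with a Pearson's r across unigenes of 0.982 and 0.974 against 0.822 and 0.832. The library labelled Z2T1 lay nearer to H4CK2 and H4CK3, with 0.976 and 0.968 against 0.816 and 0.812 within Z2T. A candidate explanation is an exchange of the labels H4CK1 and Z2T1. The 6 libraries of H4CK and Z2T can be split into 3 against 3 in 10 ways. The split of H4CK1, Z2T2 and Z2T3 from H4CK2, H4CK3 and Z2T1 gave 2179 DEGs in limma, and each other split, the labels as deposited among them, gave 0. As this split was read off the correlations of the same libraries, its count restates them and is no separate test. With the labels as deposited 663 unigenes had an unadjusted p under 0.05 in limma, and with that split 14,522. A list made without H4CK and Z2T held 99 unigenes with an FPKM of at least 5 in every Z2CK library and 0 in every H4T library. Of these, 94.9% were above 0 in H4CK1, against 10.1% in H4CK2, 17.2% in H4CK3, 12.1% in Z2T1, 90.9% in Z2T2 and 91.9% in Z2T3. Z2CK and H4T differ in both cultivar and treatment, but by their labels H4CK2 and H4CK3 share the treatment of Z2CK, and Z2T2 and Z2T3 its cultivar, so in these 4 libraries the list followed cultivar. The paper's Table 1, which comes from reads mapped to the genome, gives a uniquely mapped share of 65.14% for H4CK1 and 63.61% for Z2T1. Its values are 63.98% and 64.03% for H4CK2 and H4CK3, 65.14% and 65.72% for Z2T2 and Z2T3, 63.27% to 63.70% for H4T and 65.43% to 66.06% for Z2CK.

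The tables argue against other explanations of this pattern. A mixture of both kinds of stem in H4CK1 would keep the unigenes of both. There were 88 unigenes with an FPKM of at least 5 in every H4T library and 0 in every Z2CK library. Of these, 17.0% were above 0 in H4CK1, against 87.5% in H4CK2, 88.6% in H4CK3, 18.2% in Z2T2 and 17.0% in Z2T3. Z2T1 listed 88.6% of them above 0, but 12.1% of the 99 unigenes of the other list, which argues against a mixture there too. Scaling of a library by the authors changes no ranks, and Spearman's rho between H4CK1 and Z2T2 was 0.981, against at most 0.828 between H4CK1 and the other H4CK libraries. If the H4 plants of H4CK1 had responded as in water culture, H4CK1 would be as near to H4T as these libraries are to each other. Its r with them was at most 0.932, against 0.969 to 0.980 within H4T. The explanations by scaling and by water culture were checked for H4CK1 only. An exchange of labels remains a hypothesis, which the 94.9% of the list made without H4CK and Z2T and the uniquely mapped share of 65.14% are in line with. At which step it may have occurred was not tested. Under the paper's own library names, the uniquely mapped shares of H4CK1 (65.14%) and Z2T1 (63.61%) lay among those of the other cultivar. Whether the paper's gene and DEG counts carry an exchange was not tested. Apart from the splits of libraries given here, no value was computed with exchanged labels.

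The libraries labelled H4CK1, Z2T2 and Z2T3 listed 42,401, 42,291 and 37,887 unigenes above 0, more than any other library. The tables argue against sequencing depth as the cause. By the clean reads of the paper's Table 1, 3 libraries with more reads than H4CK1, 4 with more than Z2T2 and 4 with more than Z2T3 listed fewer unigenes, at most 34,107 in each case. By the depth estimated from unigenes found in few libraries, 4 libraries with more depth than Z2T3 listed at most 34,107, and H4CK2 and H4T2, with more depth than H4CK1, listed 31,878 and 34,107. Z2T2 was the deepest library by this estimate, at 1.24, which therefore tells nothing about it. Unigenes at 0 in all H4T and Z2CK libraries held 6.33% of the FPKM in H4CK1, 6.14% in Z2T2 and 4.33% in Z2T3, against 0.728% in H4CK2, 0.763% in H4CK3 and 0.612% in Z2T1. RNA of another organism in these libraries and transcripts of ramie cannot be told apart here, since the table holds no sequences and the share of 6.33% alone does not decide. The paper's Table 1 gives no lower share of reads mapped to the ramie genome for these libraries, with 90.37%, 90.47% and 91.33%, against 90.23% to 91.43% in the others. The lengths of the unigenes are not given, so the drop that such RNA would bring cannot be worked out from the FPKM, and the question stays open. A response of Z2 to water culture cannot be told apart from them either. It would raise the number in every Z2T library, and Z2T1 listed 30,586, but the question of the labels of H4CK1 and Z2T1 leaves it open.

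Chance could not be excluded for the DEG counts of the 4 comparisons by other splits of the same libraries. Among the 10 splits of the 6 libraries compared, the labels as deposited included, as many DEGs came from 2 splits in H4CK vs. Z2CK, from 2 in H4T vs. Z2T, from 3 in H4CK vs. H4T and from 1 in Z2CK vs. Z2T, and 10 splits allow no share under 0.1. For the interaction, with 0 DEGs in limma and 2813 unigenes at an unadjusted p under 0.05, 100 of 100 splits drawn gave as many DEGs, which a count of 0 makes certain, so this says nothing about chance. Of these splits 10 gave as many unigenes at that p. The unadjusted counts were the highest for the labels as deposited in each of the 4 comparisons.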
